A study of Mus musculus with 56 samples. Its data were reported in "The GCKR-P446L gene variant predisposes to raised blood cholesterol and lower blood glucose in the P446L mouse-a model for GCKR rs1260326" (2023).

How the data were processed

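Liver RNA was sequenced from 56 male mice with proline (P) or leucine (L) at residue 446 of the glucokinase regulatory protein (GKRP, gene Gckr), the protein that binds glucokinase (GK) in the hepatocyte nucleus. All mice had a high-fat high-sugar diet (HFHSD, 45% fat, with 10% glucose and 5% fructose) for 20 weeks, and a subgroup of each genotype also had a glucokinase activator (GKA, 3 mg/kg). The groups came from the labels: PP (n = 10), PL (n = 8) and LL (n = 10) without GKA, and PP (n = 10), PL (n = 8) and LL (n = 10) with GKA. PP mouse 7 was left out of every comparison, as the authors did, and was kept in an alternative, so that n = 9 for PP without GKA. Xist had at most 1 read and Ddx3y at least 87 reads in all 56 livers.

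The authors used RNA with an integrity number above 6, trimmed no reads and ran Salmon on the GENCODE M26 mouse transcripts (GRCm39). Each deposited file gives, for 139225 transcripts of 1 mouse, an estimated count that is not normalised. Per the file headers, a further column holds TPM, which Salmon scaled by effective length so that each mouse sums to the same total. The other deposited columns are transcript length and effective length. Replicates were not pooled. The labels give no batch, litter, harvest date or time of day, so no comparison within batches was possible.

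Transcripts were assigned to genes by identifier, without the version suffix, in GENCODE vM39 (GRCm39), from which all gene names and positions come. Of the transcripts, 137570 (98.8%) matched, which held between 99.8% and 99.9% of the reads of each mouse. Estimated counts were summed per gene (52230 genes) and rounded. Total reads per mouse were between 5189852 and 8093368, with a median of 6555851. Chi-square tests of the counts of all pairs of mice within a group gave at least 14.5 per degree of freedom, so no pair looked like a single library under 2 names.

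Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation and filterByExpr, in a fit of the 2 groups compared. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.3 or at most 0.7. The interaction of GKA with genotype (LL against PP) was fitted on 4 groups, with no fold threshold. Normalised read counts are counts per mega reads (CPM) with TMM scaling, and log2 CPM has a prior count of 2. Values are means ± SD, except for log2 fold changes, which carry their standard error (SE). On simulated counts with the depth of PP and LL, 85.4% of 192 genes changed 2-fold were called, and 4.65% of the calls were false. At 1.5-fold, 41.6% of 197 changed genes were called, with 2.38% false.

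Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, beside camera with an estimated correlation and fry, each adjusted over the lists of the comparison with at least 3 genes tested. The lists were cholesterol biosynthesis, sterol regulation, sterol secretion, genes induced by GK overexpression in hepatocytes (GK-induced), lipogenesis, gluconeogenesis, the clock, endoplasmic reticulum (ER) stress, heat shock, macrophage, fibrosis, pericentral, periportal and blood genes, and the genes that the study named as higher or lower by LL genotype in these livers. The GK-induced list holds only some of the genes induced by GK overexpression. Marker lists of adipose tissue, pancreas, muscle, bile duct and B cells served as checks of single mice. The clock component was the first principal component of 16 clock genes over the 55 mice other than PP mouse 7 (61.1% of their variance), scored as higher where Dbp, Tef and Per3 were higher and Bmal1 and Npas2 lower. Single quantities were compared by two-sided permutation tests (SciPy 1.17.1), exact where a group had fewer than 10 mice and otherwise with 100000 resamples.

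Named genes were set by a rule: Gckr and genes of the lists, the 5 higher and 5 lower DEGs with the smallest p for LL against PP, and the 3 higher and 3 lower DEGs with the smallest p in every other comparison, passing over genes without an established symbol. The comparisons, the test and thresholds for DEGs, the camera tests of cholesterol biosynthesis and GK-induced genes for LL against PP without and with GKA and for GKA in PP and LL, the tests of Gckr and of the signature, this rule, 21 gene lists and the other alternatives were chosen before the data were examined. The tests of other lists and in other comparisons, of mean list expression and the clock component, of shuffled labels and of the correlation of effects were not fixed beforehand. The heat-shock list, a correction of GC content and length trends in each mouse, and DESeq2 with PP mouse 7 kept or with all 6 groups were chosen after seeing the data, as was the test of the Gckr transcript share in the mice with GKA. Crybg2 was named after its values were seen. Some of the comparisons chosen beforehand are not reported here.

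The alternatives were DESeq2 1.42.0 (the tool of the study), its size factors in edgeR, PP mouse 7 kept, no filter on low counts, a mean of at least 50 counts, all 6 groups in 1 fit, a transcript length offset, voom with sample quality weights, the clock component as a covariate (the first principal component of the clock genes over the mice in that fit), other fold thresholds, TPM for the transcript share, other gene choices for the signature, and leaving out each mouse of PP and LL in turn. For each comparison, the mice were also regrouped in 100 splits of the same group sizes, the true grouping included. Plots were drawn with matplotlib 3.10.9.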

Results

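The data describe the liver transcriptome of 56 male mice with the PP, PL or LL genotype at GKRP residue 446 on HFHSD, with or without GKA. Total reads per mouse, in M (mega) reads, were 6.62 ± 0.559 M in PP (SD, n = 9), 7.02 ± 0.787 M in PL (n = 8) and 6.69 ± 0.769 M in LL (n = 10). With GKA they were 6.74 ± 0.83 M in PP (n = 10), 6.43 ± 0.723 M in PL (n = 8) and 6.39 ± 0.492 M in LL (n = 10). The PP values leave out PP mouse 7. These group sizes hold for the values below, which are means ± SD unless stated otherwise.

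To assess whether the variant altered the mRNA of GKRP, Gckr was compared by genotype. Gckr (chromosome 5, 31454787 to 31484658, GRCm39) had 184 ± 26.6 CPM in PP, 178 ± 27.3 CPM in PL and 153 ± 20.5 CPM in LL. The log2 fold change by LL genotype was -0.26 (SE 0.09, edgeR unadjusted p 0.00987, adjusted over all genes 0.238). With GKA, Gckr was 170.1 ± 17.4 CPM in PP, 166 ± 15.3 CPM in PL and 153 ± 21.1 CPM in LL. The log2 fold change by LL genotype was then -0.15 (edgeR unadjusted p 0.0967, adjusted over all genes 0.596). The alternative that moved the change by LL genotype without GKA most, a transcript length offset, gave -0.65 (edgeR p adjusted over all genes 0.312). This offset follows the transcripts estimated in each mouse, which the reads do not separate fully.

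Reads of Gckr, 601 to 1695 per mouse, were split by transcript to compare how much fell on the full-length coding transcript (Gckr-202, chromosome 5, 31454787 to 31484658). Its share was 48.4 ± 10.2% in PP (n = 9) and 50.7 ± 5.39% in LL (n = 10), a difference smaller than the spread between mice (exact permutation p 0.546, two-sided). In TPM, the alternative that moved the share most, it was 23.7% in PP (n = 9) and 32.2% in LL (n = 10; exact permutation p 0.121). With GKA the direction was the opposite, with 57.6 ± 7.26% in PP (n = 10) and 46.7 ± 10.5% in LL (n = 10; permutation p 0.0139, a test chosen after these values were seen), and in TPM 38.4% and 24.8% (permutation p 0.0372). The coding transcript Gckr-201 had reads in 4 of 56 mice, with at most 1.18% of the Gckr reads. A short coding transcript, Gckr-203 (chromosome 5, 31454956 to 31457927), held 5.87 ± 2.07% of the reads in PP and 3.69 ± 2.43% in LL, and 47.65% and 26.65% of the TPM. A transcript with a retained intron (Gckr-207, chromosome 5, 31454898 to 31484639) held 39.7 ± 12.7% in PP and 36.8 ± 11.2% in LL. With GKA both directions were the opposite. Gckr-203 then held 3.97 ± 2.73% of the reads in PP and 5.33 ± 1.81% in LL, and 31.05% and 40.64% of the TPM. Gckr-207 held 34.09 ± 6.93% of the reads in PP and 41.05 ± 7.92% in LL. The shares of Gckr-203 and Gckr-207 were not tested. The reads do not separate these transcripts fully, since they share most exons.

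**Figure D1:**
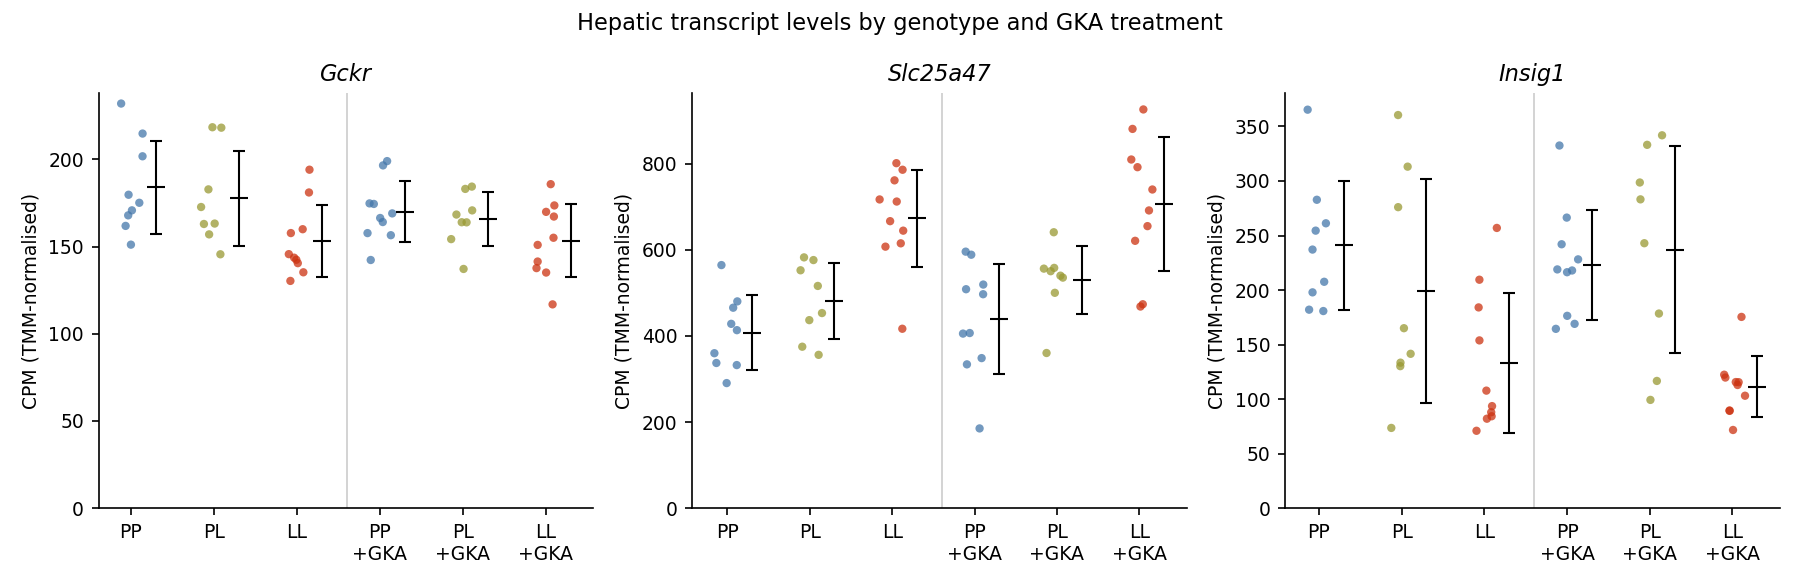
Normalised read counts (CPM, y axis) of Gckr, Slc25a47 and Insig1 in the 6 groups (x axis); each point is a mouse and the bars are the mean ± SD. Mean Slc25a47 was 408 CPM in PP and 672 CPM in LL, and mean Insig1 was 241 CPM in PP and 133 CPM in LL.

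To identify genes altered by homozygosity for 446L, LL was compared with PP without GKA. Of 10537 genes tested, 9 were DEGs by edgeR, 6 higher and 3 lower by LL genotype. At an unadjusted threshold of 0.05, 1248 genes passed, where 527 are expected by chance. For 8 of the 9, the adjusted p was 0.048. DESeq2 moved it most among the alternatives that used the same mice, to 108 genes with 59 higher and 49 lower, including all 9. Leaving out 1 mouse at a time gave 0 genes in 14 of the 19 fits, 1 without PP mouse 3, 10 without LL mouse 44, 15 without LL mouse 38, 67 without PP mouse 6 and 85 without LL mouse 42.

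Among the genes higher in LL, Rgs12 (chromosome 5, 35106715 to 35196988) had 1.62 ± 0.457 CPM in PP and 3.31 ± 0.760 CPM in LL (log2 fold change 1.02, SE 0.18). Slc25a47 (chromosome 12, 108801972 to 108822741) had 408 ± 86.8 CPM in PP and 672 ± 113 CPM in LL (log2 fold change 0.72, SE 0.13). Txnip (chromosome 3, 96465267 to 96469201) rose from 28.8 ± 16.6 CPM to 77.3 ± 34.9 CPM, with a log2 fold change of 1.42 and an SE of 0.27. Gna12 (chromosome 5, 140744158 to 140816336) and Tnks1bp1 (chromosome 2, 84878344 to 84903392) had log2 fold changes of 0.47 (SE 0.09) and 0.44 (SE 0.09). The sixth, Crybg2 (chromosome 4, 133788126 to 133819818), is outside the rule for named genes and is given because the list is short, with a log2 fold change of 1.10 and an adjusted p of 0.0498. Among the genes lower in LL, Ppp1r3b (chromosome 8, 35842874 to 35856680) had 207 ± 54.5 CPM in PP and 112 ± 27.9 CPM in LL (log2 fold change -0.88, SE 0.16). Tmem41b (chromosome 7, 109570420 to 109586136) and Dnaja4 (chromosome 9, 54606147 to 54623601, with exons that overlap Skic8) had log2 fold changes of -0.73 (SE 0.14) and -0.92 (SE 0.18). For each of the 9 genes, 10 of 10 LL mice were on the same side of the PP mean. Such a count, here and in the other comparisons, is not independent evidence where the DEGs were chosen in the same mice.

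Gene lists were tested for LL against PP without GKA, to see whether cholesterol synthesis and the genes induced by GK differed by genotype. Of 16 lists, camera called 9, and of these 8 held with fry (all but blood) and 2 with an estimated correlation, both of them the lists of genes named in the study. Cholesterol biosynthesis genes had a median log2 fold change of -0.47, with 20 of 20 lower by LL genotype. The camera adjusted p was 1.94e-12, the fry adjusted p 0.0134 and that with an estimated correlation 0.0556. Of these genes, 11 had an adjusted p below 0.05 when adjusted over the list alone and 0 over all genes, with 13 at an unadjusted p below 0.05. The clock covariate moved the median most, to -0.30. The mean log2 CPM of the list was 5.19 ± 0.328 in PP (n = 9) and 4.72 ± 0.267 in LL (n = 10), a difference of -0.46 (exact permutation p 0.00461, adjusted over 9 comparisons 0.016), with 9 of 10 LL mice below the PP mean.

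GK-induced genes had a median log2 fold change of 0.23, with 10 of 17 higher and a camera adjusted p of 0.00766. With an estimated correlation the adjusted p was 0.132 and with fry 0.0353. Of these genes, 7 passed when adjusted over the list alone and 1 over all genes, and with the clock covariate the median was 0.13. The list holds only some of the genes induced by GK overexpression. It shares 4 genes with the list of genes named as higher by LL genotype in these same livers. Tests of the GK-induced list for LL against PP, and for LL against PL with the same LL mice, are therefore not independent evidence. Sterol regulation genes were lower in 7 of 7 cases (median -0.24, camera adjusted p 2.51e-05), and sterol secretion genes had a median of 0.17 (camera adjusted p 0.036). ER stress genes had a median of -0.65 (camera adjusted p 1.94e-12), heat-shock genes -0.45 (3.07e-12) and blood genes 0.56 (0.00629). The camera adjusted p was between 0.0897 and 0.273 for lipogenesis (median -0.32), gluconeogenesis (0.11), clock (0.14), macrophage (-0.07), fibrosis (-0.10), pericentral (0.16) and periportal genes (0.19).

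Genes that the study named as altered by LL genotype in these livers were examined as 2 lists, for which values adjusted over the list alone are not independent evidence. The 9 genes of the higher list had a median log2 fold change of 0.69 and the 7 genes of the lower list -0.53, each with the named direction. Adjusted over the list alone, 9 of the 9 and 6 of the 7 passed, and over all genes 1 (Slc25a47) and 0, with 9 and 6 at an unadjusted p below 0.05. The log2 fold changes were 0.92 for G6pc1 (chromosome 11, 101258369 to 101268729; SE 0.24), 0.36 for Slc2a2 (SE 0.07) and 1.24 for Rgs16 (SE 0.41). Abcg5 and Abcg8, whose exons overlap on opposite strands while the strand of counting is not stated, had values of 0.47 (SE 0.15) and 0.54 (SE 0.14). Lss had -0.45 (SE 0.20), Msmo1 -0.47 (SE 0.13), Insig1 -0.85 (SE 0.23) and Insig2 -0.61 (SE 0.18). The lists share genes, with 3 of the lower list in cholesterol biosynthesis, 2 in sterol regulation, and of the higher list 4 among the GK-induced genes and 2 among the sterol secretion genes.

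**Figure D2:**
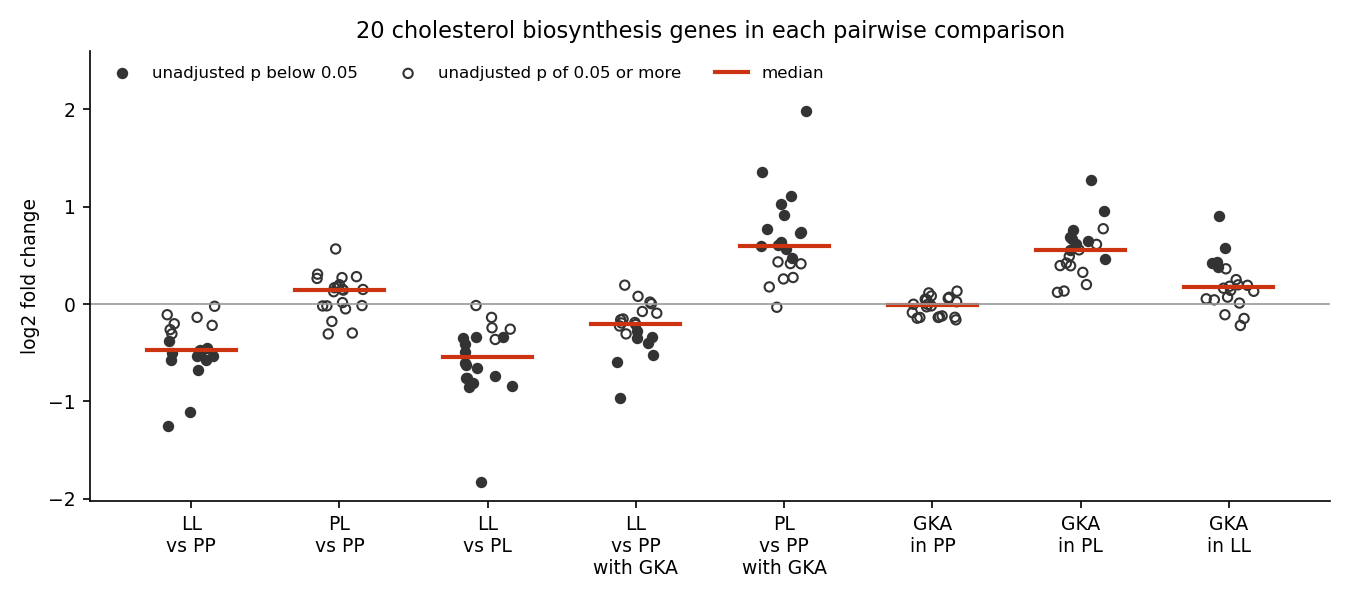
Log2 fold changes (y axis) of the 20 cholesterol biosynthesis genes in 8 comparisons (x axis); each point is a gene, filled where the unadjusted edgeR p was below 0.05, and the red line is the median. The medians were -0.47 for LL against PP, -0.55 for LL against PL and 0.56 for GKA in PL.

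To see whether 1 copy of 446L altered the transcriptome, PL was compared with PP without GKA. Of 10580 genes, 16 were DEGs by edgeR, 5 higher and 11 lower in PL, and 1069 passed an unadjusted threshold of 0.05. Lipe (chromosome 7, 25078880 to 25098135) had 6.30 ± 1.06 CPM in PP and 12.1 ± 2.74 CPM in PL (log2 fold change 0.94, SE 0.14). Gnat1 (chromosome 9, 107551673 to 107556911) and the clock gene Cry2 (chromosome 2, 92233894 to 92264474) had log2 fold changes of 0.79 (SE 0.13) and 0.54 (SE 0.10). Irf2bp2 (chromosome 8, 127313038 to 127320753) fell from 27.8 ± 7.19 CPM to 12.2 ± 2.86 CPM, with a log2 fold change of -1.19, an SE of 0.16 and an edgeR adjusted p of 0.00789. Hsph1 (chromosome 5, 149537636 to 149560156) and Dnajb1 (chromosome 8, 84334811 to 84339820), which encode heat-shock proteins, had log2 fold changes of -0.96 (SE 0.15) and -0.82 (SE 0.14). In all, 8 of 8 PL mice were on the same side of the PP mean for each of these genes. With the clock component as a covariate, 0 of the 16 remained DEGs, with 1244 genes at an unadjusted p below 0.05 and a smallest edgeR adjusted p of 0.0611. The log2 fold changes were then 1.18 for Lipe, 0.50 for Gnat1, 0.56 for Cry2, -1.11 for Irf2bp2, -0.89 for Hsph1 and -1.11 for Dnajb1. Heat-shock genes, a list chosen after these DEGs were seen, had a median of -0.38 in PL, with 16 of 17 lower (fry adjusted p 0.000693). It was the one list of the 4 called by camera that held with fry or with an estimated correlation. Cholesterol biosynthesis genes had a median of 0.15 (camera adjusted p 0.0896).

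LL was compared with PL without GKA to complete the pairwise comparisons of genotype. Of 10616 genes, 1 was a DEG by edgeR and 486 passed an unadjusted threshold of 0.05, where 531 are expected by chance. This gene was G6pc1, with 150.3 ± 46.7 CPM in PL and 403 ± 118 CPM in LL (log2 fold change 1.42, SE 0.20, edgeR adjusted p 0.00821) and 10 of 10 LL mice above the PL mean. Fitting all 6 groups together gave 0 DEGs, with 537 genes at an unadjusted p below 0.05. Cholesterol biosynthesis genes had a median log2 fold change of -0.55, with 20 of 20 lower in LL and 14 passing when adjusted over the list alone. This held with fry (adjusted p 0.00239) and with an estimated correlation (0.0017). The mean log2 CPM of the list differed between LL and PL by -0.57 (exact permutation p 0.000686, adjusted over 9 comparisons 0.00617), with 10 of 10 LL mice below the PL mean. GK-induced genes had a median of 0.20 (fry adjusted p 0.00584).

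The effect of GKA was tested within each genotype. There were 0 DEGs by edgeR in PP, PL and LL, with 376, 331 and 643 genes at an unadjusted p below 0.05, where 527, 520 and 523 are expected by chance. DESeq2 with all 6 groups in 1 fit moved these counts most, to 7, 3 and 11 genes. Camera called 3, 6 and 3 of 16 lists, of which 0 held with fry or with an estimated correlation. Cholesterol biosynthesis genes had medians of -0.01 in PP, 0.56 in PL and 0.17 in LL. In PL, 20 of 20 were higher with GKA, with an adjusted p of 0.294 by the estimated correlation. GK-induced genes had medians of 0.07 in PP, 0.14 in PL and 0.06 in LL. The interaction of GKA with genotype gave 0 of 11193 genes by edgeR, with 644 at an unadjusted p below 0.05. Of 18 lists, camera called 1 in the interaction, cholesterol biosynthesis (adjusted p 0.0267), which did not hold with an estimated correlation (0.918) or fry (0.950).

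Genotype was also compared in the mice with GKA, which are separate animals. For LL against PP, 25 of 10460 genes were DEGs by edgeR, 19 higher and 6 lower by LL genotype, with 1086 at an unadjusted p below 0.05. Brap (chromosome 5, 121798576 to 121825439, with exons that overlap Acad10) had 69.7 ± 7.57 CPM in PP and 98.2 ± 8.88 CPM in LL (log2 fold change 0.50, SE 0.07). Ttbk1 (chromosome 17, 46750462 to 46798630) and Ktn1 (chromosome 14, 47885857 to 47977352) had log2 fold changes of 1.22 (SE 0.21) and 0.53 (SE 0.09). Insig1 (chromosome 5, 28276315 to 28283668) had 223 ± 50.4 CPM in PP and 112 ± 27.8 CPM in LL (log2 fold change -0.999, SE 0.14, edgeR adjusted p 0.00378). Herpud1 (chromosome 8, 95113022 to 95123141) and Acsl3 (chromosome 1, 78635537 to 78685461, with exons that overlap Utp14b) had log2 fold changes of -0.78 (SE 0.12) and -0.73 (SE 0.12). For each of these genes, 10 of 10 LL mice were on the same side of the PP mean. With a transcript length offset, 0 genes were DEGs and 752 passed an unadjusted threshold of 0.05. Cholesterol biosynthesis genes had a median of -0.20 with GKA (16 of 20 lower, camera adjusted p 2.81e-06, fry 0.106, 0.199 with an estimated correlation), and 7 passed when adjusted over the list alone. GK-induced genes had a median of 0.21 (camera adjusted p 0.012, fry 0.236). Of 16 lists for LL against PP with GKA, camera called 8. Of these, 5 held with fry: ER stress, heat shock, sterol regulation and the higher and lower lists named in the study. With an estimated correlation 3 held, which were sterol regulation and the higher and lower lists named in the study. For PL against PP with GKA, 0 of 10520 genes were DEGs, with 862 at an unadjusted p below 0.05, and cholesterol biosynthesis genes had a median of 0.60 (19 of 20 higher, fry adjusted p 0.0781).

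Of the 9 DEGs by LL genotype without GKA, 9 had the same direction with GKA and 8 had an unadjusted p below 0.05 there. Of the 25 DEGs with GKA, 23 had the same direction without GKA and 15 passed that threshold. No gene was a DEG in both, 0 of 9 and 0 of 25. Across 11516 genes, which are not independent replicates, the correlation of the LL effects without and with GKA was 0.159 (permutation p 0.10 over 1000 shuffles of the mice without GKA). For PL against PP the corresponding correlation was 0.312 (permutation p 0.0040). A signature score was formed from the 9 DEGs as the mean z score of the higher minus the lower genes, and was tested in the mice with GKA, in which the genes had not been chosen. It was higher in LL than PP by 1.17 (permutation p 8e-05, two-sided), with 10 of 10 LL mice above the PP mean. On a scale from PP at 0 to LL at 1, the PL mice with GKA (n = 8) were at 0.643 ± 0.435. They differed from PP (exact permutation p 0.00548), and their difference from LL was not past the threshold (exact permutation p 0.0877). With the 107 genes from DESeq2, the score was higher in LL by 0.820 (permutation p 0.00018) and the PL position was 0.810. All 9 DEGs correlated with the clock component in PP and LL without GKA, with absolute r from 0.547 to 0.800. With GKA that component was -0.885 in PP, 0.554 in PL and 0.0330 in LL. A clock shift in both sets of mice is therefore not separated from genotype in this score. The order of PL and LL in the component was the opposite of that in the score.

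Genes of the clock and of stress responses were compared between groups, because no label gives the time of day at harvest. The clock component was -0.631 ± 0.554 in PP (n = 9), 0.574 ± 0.799 in PL (n = 8) and 0.517 ± 0.787 in LL (n = 10). It differed between LL and PP (exact permutation p 0.0024, adjusted over 9 comparisons 0.0156; 10 of 10 LL mice above the PP mean) and between PL and PP (exact permutation p 0.00346, adjusted 0.0156; 7 of 8). LL and PL did not differ (exact permutation p 0.880). With GKA, PL and PP differed (exact permutation p 0.00996, adjusted 0.0299), and the difference between LL and PP was not past the threshold (permutation p 0.0704). The clock gene Dbp (chromosome 7, 45354512 to 45359627, with exons that overlap Sphk2) had 17.1 ± 9.02 CPM in PP, 49.3 ± 23.4 CPM in PL and 52.9 ± 34.4 CPM in LL. The mean log2 CPM of heat-shock genes was 5.89 ± 0.203 in PP, 5.42 ± 0.111 in PL and 5.45 ± 0.294 in LL, and that of ER stress genes was 7.03 ± 0.47, 6.55 ± 0.186 and 6.44 ± 0.336. Because PL and LL are compared with the same PP mice, their differences share a sign in 66.3% of 10000 shuffles of the genotype labels. Both differences were as large as observed in a share of 0.0002 of the shuffles for heat-shock genes, 0.0006 for ER stress genes and 0.0003 for the clock component. With GKA these shares were 0.0001, which is the smallest that the shuffles can give, 0.0004 and 0.0011.

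**Figure D3:**
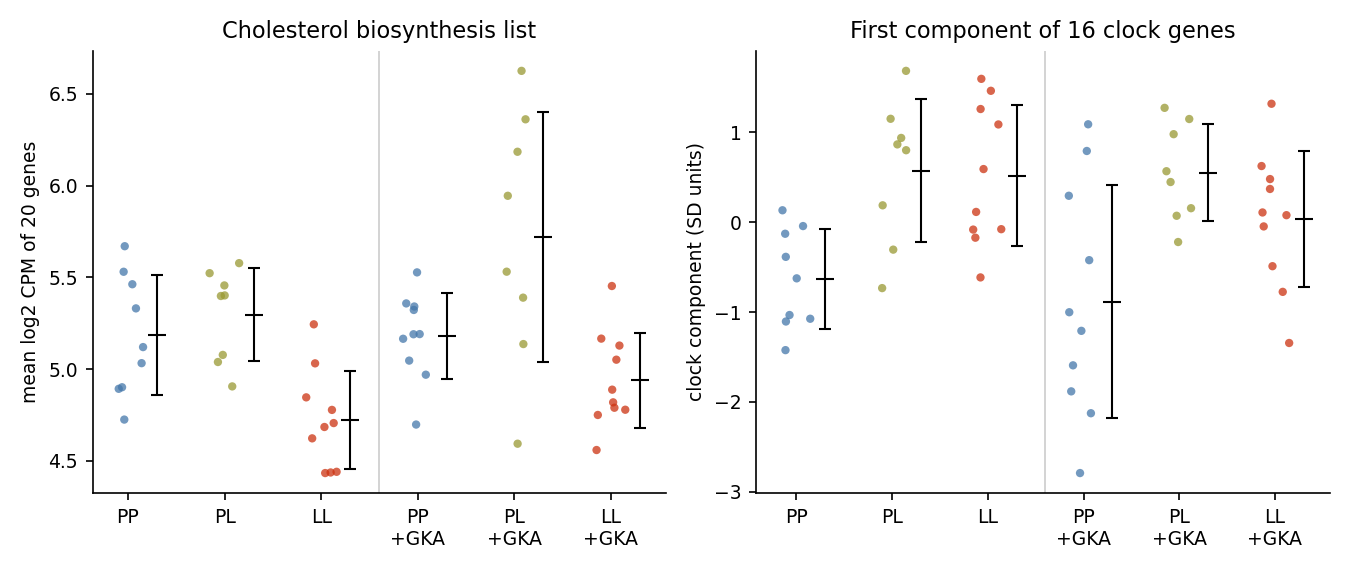
Mean log2 CPM of the cholesterol biosynthesis genes and the clock component in SD units (y axes) in the 6 groups (x axis); each point is a mouse and the bars are the mean ± SD. Mean cholesterol biosynthesis expression was 5.19 in PP, 5.30 in PL and 4.72 in LL, and the clock component was -0.631, 0.574 and 0.517.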

Values the study reported

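By the count of the study, LL livers on the high-fat high-sugar diet had 111 genes with lower and 55 with higher expression than PP livers.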

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

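The tests of the clock genes, of the macrophages and of the other tissues of PP mouse 7 and of the interaction were chosen only after the result was seen, as was the count of DEGs that stay with the clock covariate. In 99 groups of values, 8 mice lay far from the others of their group, where 4.95 are expected by chance, so these 8 together are close to what chance gives.

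Among the libraries, PL mouse 31 with GKA had 8.093 M reads, against 5.67 to 6.50 M in the other 7 mice of its group. Depth is removed by the scaling of each mouse. Total reads did not differ between LL and PP without GKA (exact permutation p 0.820) or with GKA (permutation p 0.268), which argues against library size as the cause of the DEGs in these comparisons. No biological explanation was tested for the depth of this mouse.

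Among the scores, the ER stress score of PL mouse 33 with GKA was 6.701, against 6.15 to 6.39 in the others. The heat-shock score of LL mouse 42 was 6.172, against 5.17 to 5.62, and the count of DEGs by LL genotype without this mouse was 85. The signature score of PP mouse 19 with GKA was -1.669, against -0.81 to 0.17. No technical or biological explanation was tested for these single mice.

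Among the named genes, Rgs12 was 2.755 CPM in PP mouse 3 (1.29 to 1.80 CPM in the others), and without this mouse 1 gene was a DEG by LL genotype. Slc25a47 was 416.4 CPM in LL mouse 44 (607 to 801 CPM), and without it 10 genes were DEGs. Txnip was 71.83 CPM in PP mouse 6 (17.7 to 29.7 CPM), and without it 67 genes were DEGs. Insig1 was 175.4 CPM in LL mouse 51 with GKA (71.7 to 122 CPM). PP mice 3 and 6 and LL mouse 44 reduce the separation of the genotypes for the gene in question, since each lies toward the other genotype. No explanation was tested for these single mice.

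The effect of GKA on cholesterol biosynthesis genes differed between LL and PP in the interaction test by camera (adjusted p 0.0267), with a median interaction of 0.20 on the log2 scale and 15 of 20 genes higher. With an estimated correlation the adjusted p was 0.918, and 28 of 100 splits of the same mice gave a median interaction at least as large. The difference may therefore come from the correlation of these genes within mice, and a difference in the response to GKA stays open.

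PP mouse 7, which entered no comparison above, had a macrophage score of 4.77, which exceeded the mean of the other 9 PP mice by 1.952 on the log2 scale. The other 55 mice had scores of 1.72 to 4.54. In mouse 7, 5 of 12 macrophage genes and 5 of 12 fibrosis genes were higher than in all 55 other mice. The fibrosis score of mouse 7 was 3.54, which was not the highest, since LL mouse 48 with GKA had 3.83. In mouse 7, Gpnmb was 15.8 CPM, Trem2 5.72 CPM and Mmp12 30.0 CPM, against means of 0.476, 0.465 and 1.64 CPM in the other PP mice. The most abundant macrophage gene in mouse 7 was Cd5l, at 223 CPM. Of the 41 genes in 6 marker lists of other tissues and cells (blood, adipose tissue, pancreas, muscle, bile duct and B cells), 0 were higher than in all 55 other mice, by the same count, which argues against RNA of these tissues as what set this mouse apart. The 10 most abundant genes took 25.9% of its reads (25.0% to 35.7% in the others), and its depth was 6.03 M reads, which argue against a few dominant genes and low depth. Its highest median correlation with any of the 6 groups was 0.928, below the 0.933 of the next lowest mouse, LL mouse 48 with GKA. Mouse 7 therefore matched no group well. A wrong label is not excluded by this, since an unusual state would also lower the correlation with the true group. The pericentral score of mouse 7, 5.35, was the lowest of the 56 mice. Its share on transcripts with an effective length below 50 bases was the highest of the 56 mice, 76.3% of the TPM and 5.01% of the reads, so a difference in the library stays open and was not tested. More macrophages in this liver, with or without more scar tissue, are a biological state that remains a candidate explanation.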

How the results depend on the processing

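The alternatives named above as chosen after seeing the data are the GC content and length correction and DESeq2 with PP mouse 7 kept or with all 6 groups. Over the comparisons, 117 values under the alternatives kept their direction and side of the threshold or stayed within 1.5 times the count, 9 lost the threshold, 1 reversed and 64 moved. Unless stated otherwise, the cause was not tested.

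DESeq2 gave more DEGs in each comparison: 108 for LL against PP, 67 for PL against PP, 21 for LL against PL, 2, 3 and 11 for GKA in PP, PL and LL, 88 for LL against PP with GKA, 36 for PL against PP with GKA and 2 for the interaction. It included the 9, 16, 1 and 25 genes of edgeR. With PP mouse 7 kept, DESeq2 gave 113 for LL against PP, 81 for PL against PP, 2 for GKA in PP and 2 for the interaction. With all 6 groups it gave 100, 33, 5, 7, 3, 11, 84, 41 and 4 in the order above. Counts within 1.5 times did not always hold the same genes. For LL against PP, voom gave 7 DEGs with 4 of the 9, and a mean of at least 50 counts gave 8 with 6 of the 9. For PL against PP, all 6 groups in 1 fit gave 21 with 9 of the 16, the GC content and length correction 11 with 10, voom 14 with 13, a mean of at least 50 counts 15 with 13 and no filter on low counts 14 with 14. For LL against PP with GKA, the clock covariate gave 19 with 14 of the 25, a mean of at least 50 counts 22 with 19 and no filter on low counts 17 with 16. DESeq2 size factors in edgeR gave 0 DEGs for LL against PP, with 1245 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.0511.

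In edgeR, all 6 groups in 1 fit gave 65 DEGs for LL against PP, 0 for LL against PL, 1 for GKA in PP, 45 for LL against PP with GKA and 21 for PL against PP with GKA. PP mouse 7 kept gave 26 for LL against PP and 33 for PL against PP. The GC content and length correction gave 25 for LL against PP, 4 for LL against PL and 48 for LL against PP with GKA. The transcript length offset gave 2 for LL against PP, 0 for PL against PP, 1 for GKA in LL and 0 for LL against PP with GKA. No filter on low counts gave 1 for LL against PP, where 24044 genes were tested in place of 10537, and a mean of at least 50 counts gave 6 for LL against PL. Voom gave 9 for LL against PL, 1 for GKA in PL, 46 for LL against PP with GKA and 7 for PL against PP with GKA. The clock covariate gave 0 for LL against PP, with 1643 genes at an unadjusted p below 0.05, 0 for PL against PP (1244 genes) and 9 for LL against PL. Leaving out 1 of the 19 mice of PP and LL at a time gave from 0 to 85 DEGs, with 85 without LL mouse 42, 67 without PP mouse 6, 15 without LL mouse 38, 10 without LL mouse 44, 1 without PP mouse 3 and 0 in the other 14 fits.

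For the lists, camera with an estimated correlation gave an adjusted p of 0.0556 for cholesterol biosynthesis in LL against PP, 0.199 with GKA and 0.698 for GKA in LL. For GK-induced genes it gave 0.132 in LL against PP and 0.355 with GKA. Fry gave 0.106 for cholesterol biosynthesis in LL against PP with GKA, 0.626 for GKA in LL and 0.236 for GK-induced genes in LL against PP with GKA. These tests take the correlation between genes from the data, where camera was given 0.01. The clock covariate gave a median of 0.13 for GK-induced genes in LL against PP, below the threshold (camera adjusted p 0.784). With PP mouse 7 kept, the median of cholesterol biosynthesis for GKA in PP changed sign, from -0.011 to 0.015, and neither passed the threshold.

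The signature difference in the mice with GKA, the PL position and the Gckr transcript share, without and with GKA, kept their direction and side of the threshold under the alternatives run, with a signature difference of 0.820 to 0.916. Leaving out genes correlated with the clock component left no gene, so this alternative gave no value. No paired analysis was possible, because each mouse number belongs to 1 mouse.

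For 21 named genes, 174 of 235 values kept their direction and side of the threshold, 61 lost the threshold and 0 reversed. The transcript length offset took 19 of 21 below the threshold, the clock covariate 14, and DESeq2 0. The depth limits genes with few reads, and on simulated data at this depth 41.6% of genes changed 1.5-fold were called, so a change of this size or smaller can go uncalled.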

Other observations

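The tests of heat-shock genes in PL, of the clock axis, of the clock covariate and of the GC content and length correction on the DEGs, of cholesterol biosynthesis in LL against PL, of the splits by unadjusted p and of the TPM were chosen only after the result was seen.

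Genes lower by LL genotype without GKA numbered 3 here. That is lower than the value quoted from the study above. Genes higher by LL genotype numbered 6 here. That is lower than the value quoted from the study above. With DESeq2, 49 were lower and 59 higher, so the counts here depend on the test, and the import settings of the study were not tested.

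Other splits of the mice were used to judge the counts of DEGs. As many DEGs as for LL against PP came from 3 of the 100 splits, for PL against PP from 1, for LL against PL from 7 and for LL against PP with GKA from 1. The most DEGs in another split were 661, 5, 465 and 8. The genes at an unadjusted p below 0.05 were as many in 7, 6, 36 and 5 of the 100 splits, so these numbers of genes, unlike the DEGs of LL against PP, PL against PP and LL against PP with GKA, were not rare among splits. The counts of 0 for GKA in PP, PL and LL, for PL against PP with GKA and for the interaction are reached by any split (100 of 100), which decides nothing. Of their other splits, 4, 4, 5, 0 and 9 gave a DEG, and 56, 69, 23, 11 and 35 of the 100 splits gave as many genes at an unadjusted p below 0.05. With DESeq2, 4 of 100 splits gave at least as many DEGs as LL against PP, and of the other splits 95 gave at least 1 DEG, with a median of 3 and a maximum of 821. For cholesterol biosynthesis, a median at least as large in size came from 2 of 100 splits for LL against PP, 15 for LL against PP with GKA, 83 for GKA in PP and 17 for GKA in LL. For GK-induced genes these counts were 1, 8, 55 and 20. In the remaining comparisons, the counts for cholesterol biosynthesis were 38 for PL against PP, 1 for LL against PL, 5 for GKA in PL and 3 for PL against PP with GKA, and those for GK-induced genes 11, 5, 17 and 75.

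Time of day at harvest was examined because the clock genes differed by genotype. Across 16 clock genes, the shift in LL followed the axis on which mice of the same group varied, with a correlation across genes of 0.898, and 15 of 16 genes moved along it. For LL against PL the correlation was -0.03. A difference in harvest time between PP and the other genotypes is a candidate explanation for these genes, and an effect of the genotype on the clock or on feeding was not tested. With the clock component as a covariate, 0 of the 9 DEGs by LL genotype remained DEGs. The smallest edgeR adjusted p was then 0.165, with 1643 genes at an unadjusted p below 0.05. All 9 correlated with the component, with absolute r from 0.547 to 0.800. Part of the change stayed with the covariate, with a log2 fold change of 0.76 in place of 1.02 for Rgs12, -0.79 in place of -0.92 for Dnaja4, 0.92 in place of 1.42 for Txnip and 0.45 in place of 0.72 for Slc25a47. Between LL and PL, where the component did not differ, that of Slc25a47 was 0.47 (SE 0.12, edgeR adjusted p 0.371). Harvest time as the whole cause and an effect of genotype cannot be told apart for these 9 genes, because the component itself differs between LL and PP and 0 of the genes passed the threshold with it as a covariate. In the mice with GKA, 14 of 25 DEGs remained, which argues against harvest time as the cause for them. For the 11 that were lost, harvest time stays open, since the loss of a threshold does not show that it caused them, and the difference of the component there was not past the threshold (permutation p 0.0704).

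The lower expression of cholesterol biosynthesis genes in LL without GKA had a median of -0.30 with the clock covariate, in place of -0.47. The SD of other splits (0.17) came from fits without the covariate, and the component itself differs between LL and PP. That SD therefore cannot judge the value of -0.30, which decides nothing by itself. For LL against PL, where the clock component did not differ (exact permutation p 0.880), the median was -0.55. The value for LL against PL argues against harvest time as the cause of that difference. For LL against PP, harvest time as a part or the whole of the cause stays open. With the trends of GC content and length removed, the median for LL against PP was -0.46, which argues against these trends as the cause. With GKA, the median of -0.20 was -0.22 with the clock covariate and -0.21 with the trends removed. Since 15 of 100 splits gave a median as large as -0.20, these 2 values decide nothing there. The mean log2 CPM of the list with GKA differed between LL and PP by -0.24 (permutation p 0.0436, adjusted over 9 comparisons 0.0785). Between LL and PL with GKA it differed by -0.78 (exact permutation p 0.00535, adjusted 0.016), with 10 of 10 LL mice below the PL mean. The clock component there was not past the threshold (exact permutation p 0.120), but PL was itself above PP by 0.54 (exact permutation p 0.0337, adjusted 0.0758). An effect of the 446L genotype is a hypothesis that stays open, as do feeding state and litter, which were not tested.

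How far effective length fell below length, an indirect measure of fragment length, ranged from 171 to 681 bases over the mice. It did not differ between LL and PP without GKA (exact permutation p 0.313) or with GKA (permutation p 0.668). With the trends of GC content and length removed, which raised the number of DEGs to 25 and 48, 9 of the 9 DEGs without GKA and 25 of the 25 with GKA remained DEGs. These values argue against a difference in this measure, and a trend shared by genes of similar length, as the cause of these DEGs. Fragment length itself was not measured. The transcript length offset, which follows the transcripts estimated for each gene in each mouse, lowered the number of DEGs to 2 and 0. Without GKA it changed the log2 fold change from 1.02 to 0.43 for Rgs12, from -0.92 to -0.29 for Dnaja4 and from -0.73 to -0.42 for Tmem41b. The change was smaller for Txnip (1.42 to 1.28), Ppp1r3b (-0.88 to -0.85) and Gna12 (0.47 to 0.51), which were no longer DEGs. Tnks1bp1 rose from 0.44 to 0.60 and was no longer a DEG, and Slc25a47 rose from 0.72 to 0.88 and remained one. With GKA, Brap went from 0.50 to 0.38 and Acsl3 from -0.73 to -0.50. Insig1 (-0.999 to -1.05), Herpud1 (-0.78 to -0.78), Ktn1 (0.53 to 0.53) and Ttbk1 (1.22 to 1.14) moved less. A difference in transcript composition stays open, most of all for Rgs12, Dnaja4 and Tmem41b, and was not tested.

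Heat-shock genes were lower in PL than PP without GKA, and in the separate mice with GKA the fry adjusted p was 0.000164, which argues against chance in the first mice. They were lower in LL as well, and both PL and LL were as far below PP with GKA in a share of 0.0001 of the shuffles, the smallest possible. This is consistent with a state of the PP mice in which these genes were higher, such as the time or manner of harvest, and an effect of a single 446L copy predicts the same and was not tested.

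The deposited TPM differed between mice in the share on transcripts with an effective length below 50 bases, which held from 0.0445% to 76.3% of the TPM of a mouse (median 4.97%) and at most 5.01% of the reads, both highest in PP mouse 7. Over 56 mice, the TPM left to other transcripts correlated with the median TPM change of 4521 long genes, on log2 scales (r 0.634, permutation p 1e-05, the smallest possible; rho 0.479, permutation p 0.00024; r 0.494 without the 2 farthest mice). The sign of this correlation is set in part by construction, since the TPM of each mouse sum to the same total. With the median CPM change of the same genes the correlation was negative (r -0.317, permutation p 0.0167). Short transcripts may explain part of the differences in TPM, but not those of all mice. The median TPM change was -0.84 in LL mouse 45 and 0.68 in PP mouse 5, with 0.168% and 0.368% of the TPM on short transcripts.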
